A study of Mus musculus with 59 samples. Its data were reported in "Comparative transcriptomic analyses to scrutinize the assumption that genotoxic PAHs exert effects via a common mode of action" (2015).

How the data were processed

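Gene expression was measured in lung, liver and forestomach of adult male Muta™Mouse, a transgenic strain used for mutation assays, that received benzo(b)fluoranthene (BbF) in olive oil by oral gavage. Besides vehicle (olive oil alone, dose 0), the doses per day were 25 (called low below), 50 (medium) and 100 (high) mg/kg-bw. Dosing lasted 28 days, and tissues were taken 72 hours after the last dose. Each of 20 mice gave 1 array per tissue, except that 1 low-dose mouse has no lung array here, so the 12 groups hold 5 arrays each apart from low-dose lung with 4 and the total is 59 arrays. The labels of the series disagree on the compound: the titles and the treatment protocol name BbF, whereas an exposure label and the design text name benz(a)anthracene. The doses given are those of BbF, and the compound is called BbF here. Mice are numbered as in the labels (1 to 5 vehicle, 6 to 10 low, 11 to 15 medium, 16 to 20 high), and a number stands for the same animal in each tissue.

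Total RNA of each tissue was labelled with Cy5 by the authors and hybridized together with Cy3-labelled universal mouse reference RNA, a pool from cell lines, to Agilent SurePrint G3 Mouse arrays. No dyes were swapped. The deposited scanner files hold, per the file headers, the intensity of each spot and its local background in both dyes as extracted with Feature Extraction 10.7.3.1, neither background-corrected nor normalized. The authors also deposited 1 table of processed log2 ratios of the same arrays. Set against the loess-normalized scanner values, its columns correlated across probes with r between 0.967 and 0.999 (lowest in liver), so the table holds sample over reference after a normalization of the same kind. It was used as an alternative. No column of either kind of file was left unmatched to a sample.

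Median spot intensities without background correction, as in the methods of the study, were turned into log2(Cy5/Cy3) and normalized within each array by loess in limma 3.58.1 (R 4.3.3). Control spots and spots marked as non-uniform were left out. Of 62976 spots per array, 59305 were not controls. Repeated spots of a probe were averaged, which gave 55681 probes, with 484 missing values over all arrays. Probes were named through a RefSeq table (assembly GRCm38.p6, used for names only) by accession without version: 26413 probes matched 20018 symbols, and the other 29268 kept the name in the array files. This gave 37163 genes or transcripts. The array files state another assembly, and no coordinates are printed. A gene was represented by its brightest probe in the tissue, and a gene was counted as differentially expressed (DEG) when any of its probes was.

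Each dose was compared with vehicle within each tissue by limma's moderated test, with all 4 dose groups of the tissue in 1 fit and dose group as its only term. A DEG needed a Benjamini-Hochberg adjusted p of 0.05 or less and a change of 1.5-fold or more in either direction, the thresholds of the study. The study's own Fs statistic was not at hand as a tool; a test of that type, with a shrunken variance and p-values from 100 shuffles of the residuals, was written and run as an alternative. A trend over the dose in mg/kg-bw/day was tested per tissue, with the same thresholds on the change fitted from vehicle to the high dose. Whether the high-dose effect differed between tissues was tested for each of the 3 pairs of tissues by the difference of the effects in a fit over both. Genes shared by tissues were counted in the same direction. Fisher's exact test over all genes and the number expected by chance used the overlap in either direction. All p-values are 2-sided.

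Lists of 8 targets of the aryl hydrocarbon receptor (AhR), 16 p53 targets, 10 clock output genes and 9 MHC class II genes were written down for pathways the study examined. They were tested at the high dose by limma's camera with a preset inter-gene correlation of 0.01, adjusted over the 12 combinations of list and tissue. A list's score in a mouse is the mean log2 ratio of its genes. The study chose its pathways on these arrays among others, so a count of list genes past a threshold adjusted over the list alone is not independent evidence. The 4 clock core genes Arntl, Npas2, Clock and Nfil3, 6 tissue identity genes and 12 leukocyte markers (11 of them on the array) were examined besides; the leukocyte markers were listed after the MHC class II result had been seen. The named genes are, per tissue, the 5 largest increases and the 5 largest decreases at the high dose among DEGs whose called probe was well above background on every array of at least 1 of the groups compared, and whose high-dose mice all lay on one side of all vehicle mice. A gene whose brightest probe moved against its called probe was left out, a point settled after the values were seen that concerned Trp73 in forestomach. Where a gene was not well above background on any array of a group, a bound is given from the channel values after loess and Aquantile normalization; such a bound is open to dye bias.

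The samples, groups, tests, lists, naming rule and all but 1 of the alternatives were chosen before the data were examined. These alternatives were normexp background correction with an offset of 50, median centring in place of loess, the authors' processed values, a filter on dim probes, the slide as a block, leaving out each mouse in turn, the Fs-type test, the brightest probe only, the rank of the dose, the mouse as a block in the comparisons of tissues, and for lists fry and camera with an estimated correlation. Leaving out the third liver slide was added after the data had been seen. The mouse numbers pair the tissues because they name 1 animal; after removal of group means, however, the same mouse's tissues correlated across probes with a median r between -0.03 and 0.03 for the 3 pairs of tissues.

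The number of arrays limits the precision. The share of probes well above background in Cy5 ranged from 44.8% to 68.8% in lung, from 39.6% to 52.0% in forestomach and from 10.7% to 46.1% in liver, where the 8 arrays of the third slide all lay at or below 12.9%. Each tissue was hybridized on 3 slides and scanned on 2 days, and slides held several dose groups, so the slide was fitted as a block; the third slide of each tissue was scanned apart from the others, so slide covers the day. The column of an array on its slide matched its dose on 55 of 59 arrays (the exceptions being 1 in lung and 3 in liver), so that position on the slide and dose are nearly confounded. The steps were tested on simulated data drawn from each probe's vehicle mean and residual SD, with 200 of 55681 probes changed, 100 of them by 1 and 100 by 2 on the log2 scale. For the high dose in lung, 96 and 100 of these were recovered with 1 false call; in liver 82 and 98 with 8; in forestomach 95 and 100 with 7. For the trend, 96 and 100 were recovered in lung with 1 false call, 81 and 98 in liver with 4, and 93 and 100 in forestomach with 3. The difference of tissues recovered 72 and 93 for lung and liver, 89 and 97 for lung and forestomach, and 73 and 92 for liver and forestomach. The false calls for these 3 pairs were 7, 5 and 12. The simulated noise was independent between probes and arrays and held no slide differences. The numbers therefore do not cover errors shared by the arrays of a slide, which matter most in liver. Splits of the same mice into other groups were drawn 100 times, groups without any dose effect were simulated 100 times, and correlations were tested with 100000 permutations within dose groups. Figures were drawn with matplotlib 3.10.9.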

Results

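Gene expression was profiled on 59 arrays from lung (19), liver (20) and forestomach (20) of Muta™Mouse males given olive oil or 25, 50 or 100 mg/kg-bw/day BbF. Each group held 5 mice, except low-dose lung with 4. Each value is the log2 ratio of a tissue's RNA to the reference RNA hybridized to the same array, and the number of arrays limits its precision. The identity genes were examined first as a check of the tissue labels. Sftpc separated the tissues most widely, with a log2 ratio of at least 6.84 on every lung array and at most 0.69 elsewhere. The lowest value of Scgb1a1 in lung was 7.84 (5.46 at most elsewhere), and those of Alb and Apoa2 in liver were 5.96 and 3.84 (4.79 and 3.18 at most elsewhere). Krt13 was at least 4.76 in forestomach and at most 4.17 elsewhere. Krt4 overlapped, with a lowest forestomach value of 5.41 and a highest value of 5.73 elsewhere. The highest values of Krt13 and Krt4 elsewhere were both in lung. They lay far above the lung means of -1.46 ± 1.40 and 0.34 ± 1.31 (SD, n = 19), so the overlap does not describe the lung arrays in general. Its cause was not tested.

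The share of probes well above background in Cy5 depended on the slide in liver. On the third liver slide, with 1 vehicle, 2 low-dose, 2 medium-dose and 3 high-dose arrays, it lay between 10.7% and 12.9%, against 37.1% to 46.1% on the other liver slides. Lung arrays ranged from 44.8% to 68.8% and forestomach arrays from 39.6% to 52.0%. The highest lung value belonged to medium-dose mouse 13, and the other medium-dose lung arrays lay between 48.0% and 50.0%.

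**Figure D1:**
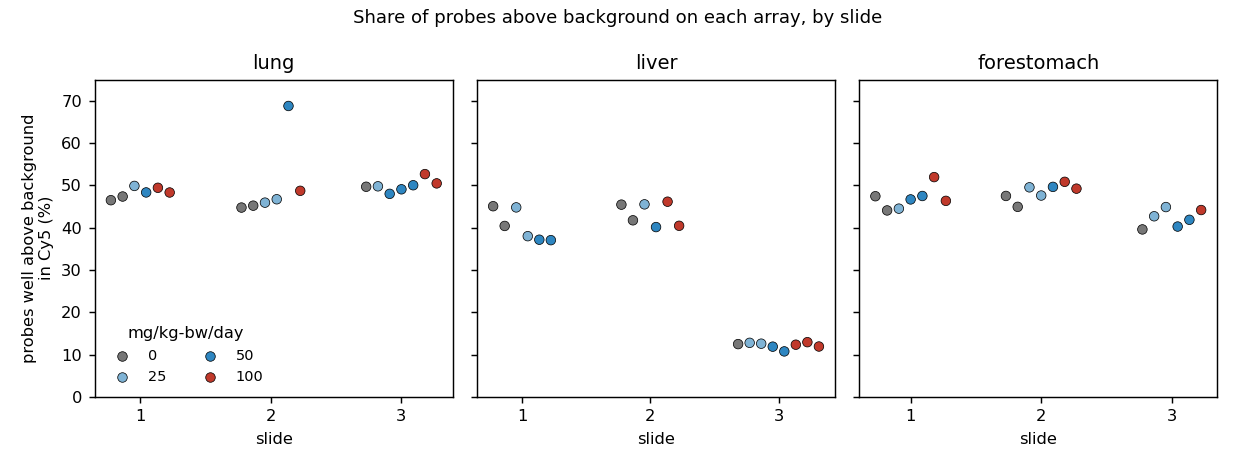
Percentage of probes well above background in the Cy5 channel (y axis) on each array, by slide (x axis) and tissue (panels); each point is 1 array, coloured by BbF dose in mg/kg-bw/day. All 8 arrays of the third liver slide lie between 10.7% and 12.9%, below the other liver arrays at 37.1% to 46.1%.

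The first comparison asked how many genes each dose of BbF altered in each tissue relative to vehicle. In lung, the numbers of DEGs were 167 at the low, 236 at the medium and 717 at the high dose. Of these, 157 were upregulated and 10 downregulated at the low dose, 181 and 55 at the medium dose, and 507 and 210 at the high dose, so that the upregulated share was 94.0%, 76.7% and 70.7%. Symbols were found for 137, 194 and 567 of these genes. Median centring in place of loess moved these counts most, to 202, 369 and 3208. It also moved the balance of directions, to 364 up and 5 down at the medium dose and to 3174 up and 34 down at the high dose, and 508 of the high-dose DEGs were found with both normalizations. With the slide as a block there were 199, 254 and 752 DEGs, of which 649 at the high dose were shared with the fit without it. Leaving out each mouse in turn gave 135 to 170, 160 to 339 and 603 to 808 DEGs, and 339 was reached without medium-dose mouse 13.

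**Figure D2:**
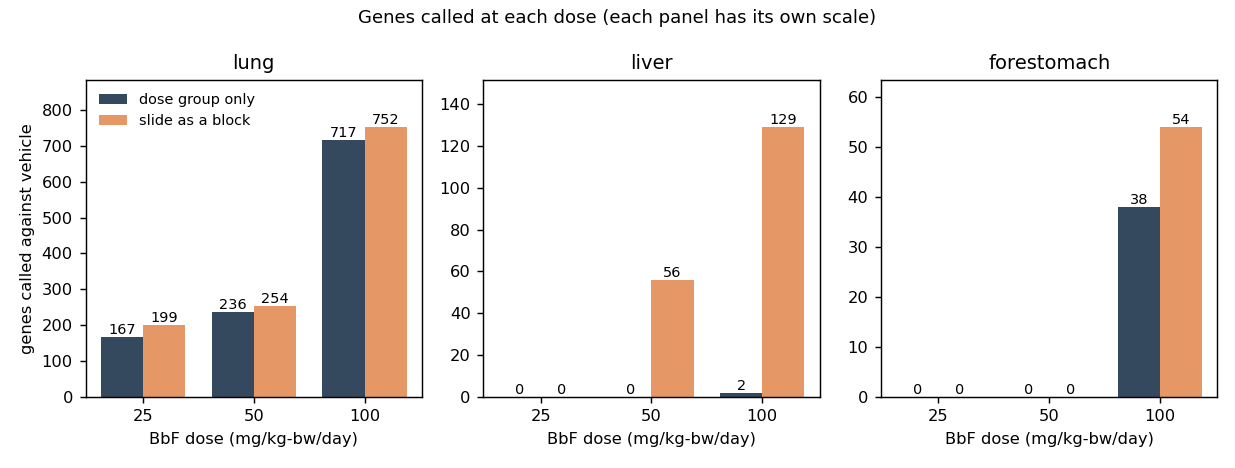
Number of DEGs against vehicle (y axis, adjusted p of 0.05 or less and at least 1.5-fold) at each BbF dose in mg/kg-bw/day (x axis) in the 3 tissues (panels, each with its own scale); dark bars are from the fit with dose group only and light bars from the fit with the slide as a block. The dark bars reach 717 in lung, 2 in liver and 38 in forestomach at the high dose, and the light bars 752, 129 and 54.

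Of the lung DEGs at the high dose, 564 met the rule for naming genes (410 up, 154 down). The 5 largest increases were those of Cyp1b1 (NM_009994), Ahrr (NM_009644), Gdf15 (NM_011819), Dbp (NM_016974) and Mmrn2 (NM_153127). Cyp1b1 rose by 4.44 ± 0.68 on the log2 scale (SE, adjusted p 0.000412), from -1.12 ± 0.75 (SD, n = 5) in vehicle to 3.32 ± 2.26 (SD, n = 5) at the high dose. Gdf15 rose by 3.10 ± 0.28 (SE, adjusted p 7.53e-07), from -2.38 ± 0.29 (SD, n = 5) to 0.72 ± 0.77 (SD, n = 5). The other increases were 3.14 ± 0.39 for Ahrr (adjusted p 5.60e-05), 2.87 ± 0.33 for Dbp (adjusted p 1.66e-05) and 2.75 ± 0.26 for Mmrn2 (adjusted p 1.30e-06). Ahrr was well above background on 1 of 5 vehicle arrays, and its 2 probes differed, with changes of 0.38 and 3.14. The 5 largest decreases were those of Gpihbp1 (NM_026730), Car14 (NM_011797), Esm1 (NM_023612), Grp (NM_175012) and Arntl (NM_007489). Gpihbp1 changed by -3.36 ± 0.34 (SE, adjusted p 4.05e-06), from 6.17 ± 0.30 (SD, n = 5) to 2.81 ± 1.03 (SD, n = 5). Car14 changed by -2.07 ± 0.14 (SE, adjusted p 1.94e-08), from 2.58 ± 0.28 (SD, n = 5) to 0.52 ± 0.22 (SD, n = 5). Esm1 changed by -2.01 ± 0.31 (adjusted p 0.000398) and Arntl by -1.75 ± 0.22 (adjusted p 6.12e-05). Grp was not well above background on any high-dose array and was at least 3.12-fold lower than in vehicle. In each of these 10 genes, all 5 high-dose mice lay beyond all 5 vehicle mice.

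The same vehicle arrays serve all 3 doses, so overlaps between doses were set against simulated groups without an effect. In lung, 108 DEGs were shared in direction by the low and medium doses, 56 by the low and high doses and 144 by the medium and high doses. In 100 simulations the mean overlaps were 0, 0 and 0.13 genes, with maxima of 0, 0 and 13. Across probes, which are not independent replicates, the changes at these pairs of doses correlated with r of 0.69, 0.60 and 0.73, against means of 0.46, 0.45 and 0.49 and maxima of 0.78, 0.73 and 0.73 without an effect, so that each lay within the range found without one. In all, 859 genes were DEGs in lung at 1 dose or more and 47 at all 3 doses. A trend over dose was found for 608 lung genes (431 up, 177 down), of which 587 were also DEGs at the high dose. Median centring moved the trend count most, to 2435 (2400 up, 35 down).

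In liver, limma found 0 DEGs at the low dose, 0 at the medium dose and 2 at the high dose. At an unadjusted p under 0.05, the numbers of probes were 1898, 2528 and 4143, and the Fs-type test found 0, 0 and 7 DEGs. The share of probes above background was lowest in this tissue, so fewer transcripts could be measured on the third slide of liver arrays. Nab2 (NM_008668) rose by 1.19 ± 0.16 on the log2 scale (SE, adjusted p 0.0317), from -1.21 ± 0.38 (SD, n = 5) to -0.017 ± 0.13 (SD, n = 5), and Gas6 (NM_019521) by 1.01 ± 0.14 (SE, adjusted p 0.0361), from 0.34 ± 0.26 (SD, n = 5) to 1.35 ± 0.20 (SD, n = 5). In both genes all 5 high-dose mice lay above all vehicle mice. The 2 probes of Nab2 differed (0.10 and 1.19), and with median centring both genes changed in the other direction (Nab2 -0.38, Gas6 -0.72). The slide as a block gave counts of 0, 56 (44 up, 12 down) and 129 (96 up, 33 down), and an adjusted p of 0.000195 for Nab2 and 0.000989 for Gas6. Without the third liver slide, an alternative chosen after seeing the data that left 4 vehicle and 2 high-dose livers, they were 0, 194 and 388. The authors' processed values gave 4 DEGs at the high dose (2 up, 2 down). Leaving out any of the 10 mice moved the high-dose count, to 0 or 1 for 8 of them, to 7 without high-dose mouse 16 and to 36 without vehicle mouse 5, the only vehicle mouse on that slide. Without mouse 5 there were also 6 DEGs at the medium dose. Nab2 was not significant in 8 and Gas6 in 7 of these 10 omissions, with the highest adjusted p, 0.183 and 0.203, without vehicle mouse 2. A trend over dose was found for 5 liver genes (3 up, 2 down), for 144 with the slide as a block and for 464 without the third slide. Leaving out 1 mouse gave a trend count of 0 in 11 of 20 omissions (mice 1 to 4, 7, 9, 13 and 17 to 20), and the highest was 26, without high-dose mouse 16.

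In forestomach, limma found 0 DEGs at the low dose, 0 at the medium dose and 38 at the high dose (35 up, 3 down, 31 with a symbol). At an unadjusted p under 0.05 there were 2571, 3163 and 4839 probes, and the Fs-type test found 0, 0 and 39 DEGs. With the slide as a block the high-dose count was 54 (42 up, 12 down), including all 38, and with median centring it was 139, all up, of which 28 were among the 38. The low- and medium-dose counts were 2 and 4 without vehicle mouse 1, and the high-dose count was 19 without vehicle mouse 2, the lowest of the 10. Of the high-dose DEGs, 34 met the rule for naming genes (32 up, 2 down). Dbp rose by 2.62 ± 0.38 (SE, adjusted p 0.00666), from -2.08 ± 0.32 (SD, n = 5) to 0.54 ± 0.73 (SD, n = 5), and Pgbd5 by 1.73 ± 0.23 (SE, adjusted p 0.00352), from 1.27 ± 0.20 (SD, n = 5) to 3.00 ± 0.50 (SD, n = 5). The other large increases were 1.80 ± 0.34 for Arg1 (adjusted p 0.0385), 1.48 ± 0.17 for Gm21944 (adjusted p 0.000798) and 1.44 ± 0.17 for the transcript XM_923021 (adjusted p 0.00128). The decreases were those of Arntl, at -0.93 ± 0.13 (adjusted p 0.00647), and of the transcript XR_031538, at -0.67 ± 0.12 (adjusted p 0.0349). In all 7, the 5 high-dose mice lay beyond all 5 vehicle mice. Arg1 was not significant in 6 and XR_031538 in 8 of the 10 omissions of a mouse, with the highest adjusted p, 0.127 and 0.126, without high-dose mouse 17. With median centring neither decrease was significant (adjusted p 0.103 for Arntl and 0.164 for XR_031538). The trend over dose was found for 33 forestomach genes (31 up, 2 down, 30 also DEGs at the high dose), and for 15 without high-dose mouse 17.

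Whether the high-dose effect differed between tissues was tested directly. It differed for 163 genes between lung and liver (98 with the higher change in lung), for 381 between lung and forestomach (252 higher in lung) and for 15 between liver and forestomach (3 higher in liver). The slide as a block moved the first count most, to 671 (383 higher in lung), and without the third liver slide the counts were 543 (237 higher in lung) and, for liver and forestomach, 85 (65 higher in liver). Median centring gave 194 genes for lung and liver (190 higher in lung), 185 for lung and forestomach (159 higher in lung) and 1 for liver and forestomach, higher in forestomach. The counts were 78 for lung and liver without high-dose mouse 20, 224 for lung and forestomach without high-dose mouse 17, and 6 for liver and forestomach without vehicle mouse 1. With the mouse as a fixed block, the last count was 7 (1 higher in liver).

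By chance, lung and forestomach would share 0.733 high-dose DEGs in either direction. They shared 5, all in the same direction (Fisher's exact test on the overlap in either direction, 2-sided p 0.000781, genes are not independent replicates). These were Arntl, which decreased, and Dbp, Mmrn2, Nr1d2 and Tef, which increased; Mmrn2, Nr1d2 and Tef were singled out in forestomach after their values were seen. Mmrn2 rose by 1.06 ± 0.14 in forestomach (adjusted p 0.0037), Nr1d2 by 0.94 in lung and 1.28 in forestomach (adjusted p 0.00487 and 0.0077), and Tef by 0.91 and 1.14 (adjusted p 0.0019 and 0.0352), each with all 5 high-dose mice above all vehicle mice. Tef in forestomach was not significant with the authors' processed values (adjusted p 0.0505) or in 8 of the 10 omissions of a mouse, with the highest adjusted p, 0.126, without high-dose mouse 17. Liver shared 0 DEGs with lung and 0 with forestomach. Median centring moved the overlap of lung and forestomach most, to 45, and the slide as a block gave 11 for this pair, 21 for lung and liver and 4 for liver and forestomach. Without liver vehicle mouse 5, lung and liver shared 7.

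The AhR targets were examined as a pathway the study considered. In lung the median change of the 8 genes at the high dose was 0.98 on the log2 scale, with 6 of 8 higher (camera, adjusted p 0.00062), and the list score of 4 of 5 high-dose mice lay above all vehicle mice. At the low and medium doses the medians were -0.026 and 0.075. In liver the median was 0.52 (6 of 8 higher, adjusted p 0.0862, -0.34 with median centring) and in forestomach 0.31 (5 of 8 higher, adjusted p 0.113), with 3 and 2 of 5 mice above all vehicle mice. In lung, 5 genes passed when adjusted over the list alone and 5 over all genes; in liver and forestomach the numbers were 0 and 0. Cyp1a1 rose by 4.47 ± 1.13 in lung (adjusted p 0.0202), with 3 of 5 high-dose mice above all vehicle mice. Its change was 2.75 ± 0.99 in liver (adjusted p 0.555, 3 of 5 mice) and 1.08 ± 0.94 in forestomach (adjusted p 0.811, 1 of 5 mice), neither of which passed. Vehicle mouse 2 had Cyp1a1 log2 ratios of 8.39 in lung, 2.84 in liver and 4.39 in forestomach, above the other vehicle mice in each tissue, and without it the lung change was 5.62. Without vehicle mouse 3 the adjusted p in lung was 0.058, the highest of the 5 omissions that raised it above the threshold. In forestomach the Cyp1a1 change was 1.70 without mouse 2 and -0.010 without high-dose mouse 20. The AhR list passed in liver without vehicle mouse 5 (median 0.91, adjusted p 0.0437) or high-dose mouse 16 or 18 (0.75 and 0.43, adjusted p 0.0303 and 0.0404), and in forestomach without high-dose mouse 18 or 16 or vehicle mouse 2 (0.36, 0.29 and 0.31, adjusted p 0.0344, 0.0345 and 0.0466).

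**Figure D3:**
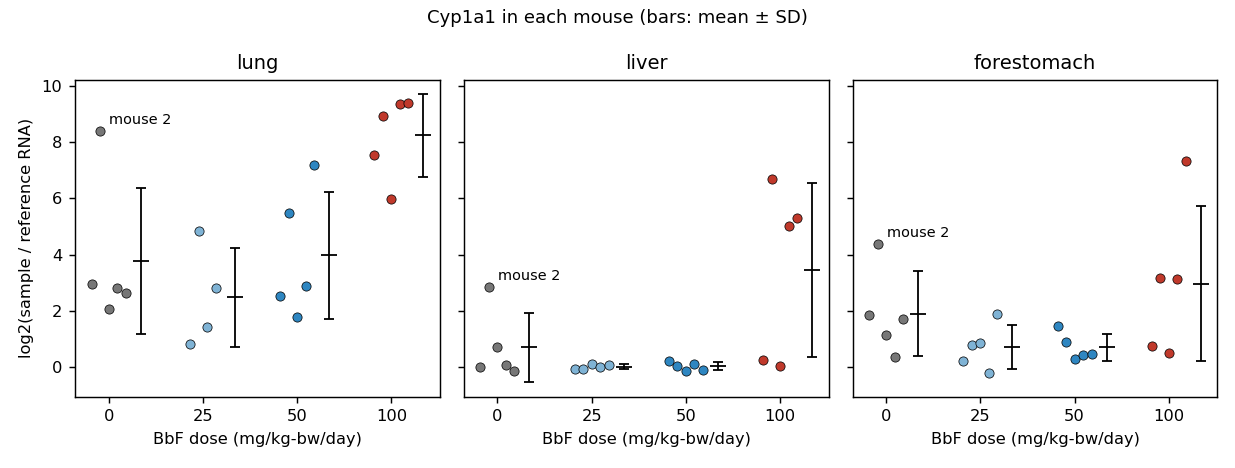
Log2 ratio of Cyp1a1 to the reference RNA (y axis) in each mouse by BbF dose in mg/kg-bw/day (x axis) and tissue (panels); points are single mice, bars the mean ± SD of each group, and vehicle mouse 2 is named. Mouse 2 lies at 8.39 in lung, 2.84 in liver and 4.39 in forestomach, while the other vehicle mice lie between 2.06 and 2.97, between -0.14 and 0.72 and between 0.36 and 1.85.

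Targets of p53 were examined as a measure of the response to DNA damage. Their median change at the high dose was 1.23 in lung (14 of 16 higher, adjusted p 2.72e-25), 0.69 in liver (14 of 16, adjusted p 2.91e-08, -0.62 with median centring) and 0.14 in forestomach (12 of 16, adjusted p 0.00276). The list scores of 5, 4 and 3 of 5 high-dose mice lay above all vehicle mice. In lung the medians at the low and medium doses were 0.58 and 0.72, in liver 0.33 and 0.44, and in forestomach 0.10 and 0.052. At each dose, all arrays of the third liver slide had higher p53 target scores than the other liver arrays. With the slide as a block the liver medians were 0.12, 0.27 and 0.38 from the low to the high dose. Adjusted over the list alone, 13, 14 and 14 genes passed in lung at the 3 doses, against 8, 9 and 13 adjusted over all genes. At the high dose, 7 genes passed over the list alone in liver and 1 in forestomach, against 0 and 0 over all genes. Cdkn1a rose by 2.66 ± 0.21 in lung (adjusted p 1.34e-07, 5 of 5 mice above all vehicle mice) and changed by 1.84 ± 0.48 in liver (adjusted p 0.337, 3 of 5 mice). Its change in liver was 1.24 with the slide as a block, with an adjusted p of 0.000823, and without vehicle mouse 5 it was 2.26 with an adjusted p of 0.0476.

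The clock output genes, which are driven by the circadian clock, rose in all tissues with loess normalization, whereas median centring gave a liver median of -0.40. Their median change at the high dose was 0.92 in lung (10 of 10 higher, adjusted p 3.34e-12), 0.27 in liver (9 of 10, adjusted p 0.00062) and 0.64 in forestomach (9 of 10, adjusted p 7.02e-14), and the scores of 5, 4 and 5 of 5 high-dose mice lay above all vehicle mice. The medians at the low and medium doses were 0.58 and 0.57 in lung, 0.15 and 0.45 in liver, and 0.25 and 0.30 in forestomach. At the high dose, 8 genes passed adjusted over the list alone in lung, 2 in liver and 8 in forestomach, against 8, 0 and 3 over all genes. In liver, Dbp changed by 2.66 ± 0.58 (adjusted p 0.181, 5 of 5 mice), and the adjusted p was 0.0192 with the slide as a block. The core clock gene Arntl changed by -1.75 in lung, -0.91 in liver and -0.93 in forestomach, and Nfil3 by -1.18, -1.04 and -0.90. Both lay at least 2 SE below 0 in all 3 tissues, as did Clock in lung (-0.54) and forestomach (-0.57) but not in liver (-0.35). In liver, however, neither Arntl nor Nfil3 was a DEG, and in forestomach Nfil3 was not. The liver adjusted p of Arntl was 0.494 (0.140 with the slide as a block), and 3 of 5 high-dose mice lay below all vehicle mice. Arntl was well above background on 2 of 5 high-dose livers. Npas2 changed by -0.081, -0.085 and -0.088, less than 2 SE, and was not well above background on most arrays.

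**Figure D4:**
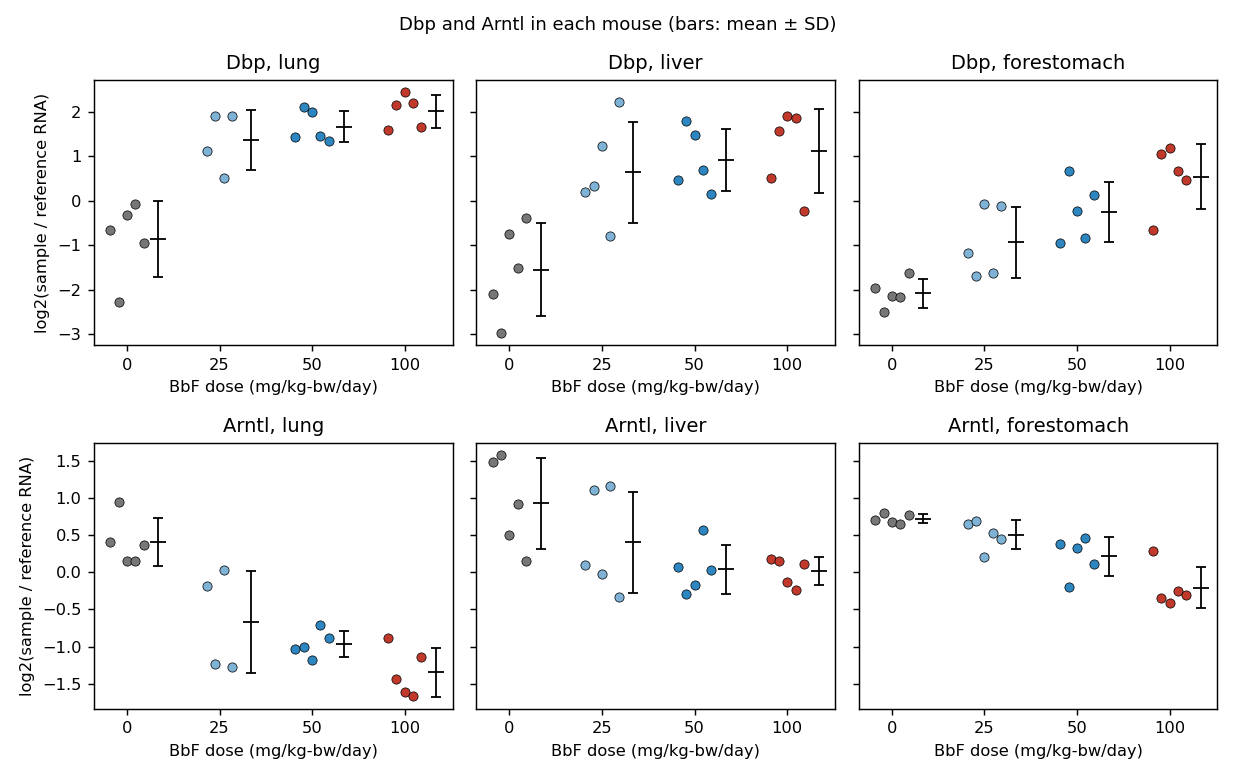
Log2 ratio of Dbp (top row) and Arntl (bottom row) to the reference RNA (y axis) in each mouse by BbF dose in mg/kg-bw/day (x axis) and tissue (columns); points are single mice and bars the mean ± SD of each group. In lung, liver and forestomach, Dbp changed by 2.87, 2.66 and 2.62 and Arntl by -1.75, -0.91 and -0.93 at the high dose.

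The MHC class II genes, which serve antigen presentation, had a median change at the high dose of 0.81 in forestomach (9 of 9 higher, adjusted p 1.71e-07), 0.0024 in lung (5 of 9 higher, adjusted p 0.564) and 0.025 in liver (6 of 9 higher, adjusted p 0.368, and -0.25 with median centring). The lung median was below 0 with normexp (-0.0015), the filter on dim probes (-0.023) and the slide as a block (-0.019), and without vehicle mouse 1 or 5 or high-dose mouse 19 or 20 (-0.034, -0.014, -0.031 and -0.038). The liver median was -0.016 without high-dose mouse 17. The list scores of 5, 2 and 0 of 5 high-dose mice lay above all vehicle mice. In forestomach the medians at the low and medium doses were 0.49 and 0.46. Adjusted over the list alone, 4, 5 and 5 forestomach genes passed at the 3 doses, against 0, 0 and 0 over all genes by limma; the largest change, that of Cd74, was 1.32 ± 0.36 (adjusted p 0.214 over all genes, 5 of 5 mice). In lung 0 and in liver 1 passed over the list alone at the high dose, and 0 over all genes. In liver the list passed with the slide as a block (median 0.46, adjusted p 0.00147) and without vehicle mouse 4 (median 0.27, adjusted p 0.0138).

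Median centring moved the lists most, since all 4 liver medians then lay below 0. In lung it gave the MHC class II genes a median of 0.30 (adjusted p 0.0334). Of the camera results, all 8 combinations of list and tissue past the threshold remained past it under fry, and all but the AhR targets in lung under an estimated correlation (adjusted p 0.0889).

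**Figure D5:**
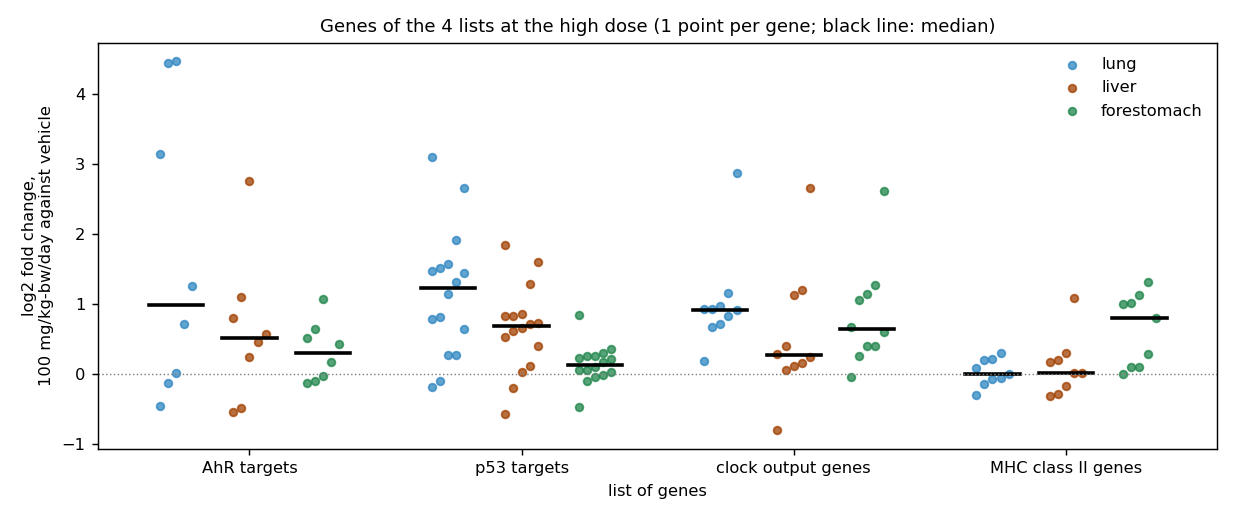
Log2 fold change at 100 mg/kg-bw/day against vehicle (y axis) of each gene in the 4 lists (x axis) by tissue (colours); each point is 1 gene and black lines are medians. The p53 targets have medians of 1.23 in lung, 0.69 in liver and 0.14 in forestomach, and the MHC class II genes 0.0024, 0.025 and 0.81, where median centring gives -0.62 and -0.25 for these lists in liver and the slide as a block gives -0.019 for the latter in lung. In liver the slide as a block gives 0.38 for the p53 targets and 0.46 for the MHC class II genes.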

Values the study reported

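The study counted genes altered by BbF at the same thresholds. In lung it reported 256 such genes at the low dose, 353 at the medium dose and 926 at the high dose. In liver the numbers were 21, 159 and 284 from the low to the high dose. In forestomach they were 2, 4 and 21.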

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

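The tests on vehicle mouse 2, on the signal and the p53 target scores of the liver arrays by slide, on the log2 ratios of the forestomach arrays by slide, on the size of the differences between tissues and on the difference of the MHC class II genes between lung and forestomach, and the omission of the third liver slide, were chosen only after the results they concern had been seen. Single mice that stood apart from their group were sought in 116 groups of measurements by Dixon's criterion, which chance meets in about 1 group in 20 (5.8 expected), and 14 were found. Some of these measurements overlap, since list scores contain genes that were also examined singly.

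Vehicle mouse 2 accounted for 5 of the 14. In lung its Cyp1a1 log2 ratio was 8.39 (2.06 to 2.97 in the other vehicle mice), that of Cyp1b1 was 0.21 (-1.60 to -1.28), that of Ahrr -0.14 (-0.54 to -0.46) and its AhR target score 1.09 (-0.26 to 0.019). In liver its Cyp1a1 was 2.84 (-0.14 to 0.72). None of the 9 low- or medium-dose lungs reached its Cyp1a1, the highest being 7.18, and none of the 10 livers or 10 forestomachs did. A fault of the lung array would leave the other tissues unaffected, yet mouse 2 had the highest Cyp1a1 among vehicle mice in 2 other tissues. A dosed mouse carrying a vehicle label would show raised p53 targets, yet its lung p53 target score was -0.28, within the other vehicle mice (-0.34 to -0.20) and below all 14 dosed mice (0.13 to 1.07). An AhR ligand reaching this mouse may account for the values and stays open. Of the 5 AhR targets on the list besides Cyp1a1, Cyp1b1 and Ahrr, 4 were highest in mouse 2 among the vehicle lungs, but 1 of 5 in liver and 1 of 5 in forestomach. In liver the highest AhR target score among vehicle mice was that of mouse 5 (0.36, on the third slide), against 0.16 in mouse 2, but in forestomach it was that of mouse 2 (1.24), as in lung. These values do not decide the question. Without mouse 2, Cyp1a1 at the high dose was 5.62 above vehicle in lung.

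Signal over background set 2 arrays apart. In lung, medium-dose mouse 13 had 68.8% of probes well above background, against 48.0% to 50.0% in the other medium-dose mice. Without it, 339 DEGs were found at the medium dose in place of 236, a move of less than 1.5 times, which argues against this array as the source of most calls. In liver, vehicle mouse 5 had 12.5%, against 40.4% to 45.5% in the other vehicle mice, and its p53 target score was -0.36 (-1.10 to -0.92 in the others). This array was on the third liver slide, on which the share reached at most 12.9%, so the low share fits a property of the slide. The p53 target score of mouse 5 may come from the same slide. At the low and medium doses, 4 of 4 arrays of the third slide lay above all other arrays of their dose (-0.32 to -0.29 against -0.95 to -0.60, and -0.23 to -0.19 against -0.77 to -0.63), and mouse 5 was the lowest on the slide, so its score needs no difference of the mouse itself.

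The other 6 single values concerned 1 mouse each. In lung, Car14 was 2.11 in vehicle mouse 3 (2.60 to 2.78 in the others), and without it the change at the high dose was -2.19. In liver, Gas6 was 1.70 in high-dose mouse 17 (1.21 to 1.35), and the change without it was 0.93 and no longer significant (adjusted p 0.0742, with up to 0.203 over the single omissions). In forestomach, the median log2 ratio before normalization was 0.45 on the array of vehicle mouse 3 (0.20 to 0.25). This was the only vehicle array on the third forestomach slide, and a difference between the slides may account for it, since the lowest of the 6 arrays there was 0.38 and the highest of the 14 on the other slides 0.37. In the same tissue Arg1 was 1.71 in vehicle mouse 5 (3.23 to 3.79, and a change of 1.42 without it) and Gm21944 2.34 in high-dose mouse 20 (1.30 to 1.59, and a change of 1.30 without it). Arntl was 0.28 in high-dose mouse 16 (-0.41 to -0.24, and a change of -1.05 without it). For the 5 genes no technical or biological explanation was tested, and values of this kind also arise by chance.

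The high-dose effect itself differed between tissues for 163 genes (lung and liver), 381 genes (lung and forestomach) and 15 genes (liver and forestomach). Without the third liver slide, which left 4 vehicle livers and 2 high-dose livers, both on the second slide, the counts that involve liver were 543 and 85. Other liver counts rose as well, so this rise does not show whether the slide caused the differences first called. The directions called also moved, from 98 higher and 65 lower in lung to 237 and 306, and from 3 higher and 12 lower in liver than in forestomach to 65 and 20. Of the genes first called, 105 of 163 and 8 of 15 were called in the same direction without the slide, and all 174 and 15 of their called probes kept their sign, with median sizes of 0.91 (0.93 with the slide) and 1.42 (1.31 with it). If the weak signal of that slide were the whole cause, these sizes should have shrunk, so they argue against it. Of 100 splits of the mice, the real one included, 2, 1 and 2 gave as many genes, without adjustment over the results tested. For lung and forestomach the largest other count was 3, so chance can be excluded there. A split of liver and lung mice other than the real one reached 2219 genes and one of liver and forestomach 107. Other arrangements of the mice can thus give far more genes than the real doses, and chance is not excluded for the pairs with liver. The slide as a block gave 671 genes for lung and liver and 37 for liver and forestomach. A difference between tissues in their response to BbF remains as a biological explanation and was not tested further. The position of an array on its slide, nearly matched its dose in each tissue, and an effect of position limited to 1 tissue stays open.

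The MHC class II genes changed less in lung than in forestomach, with a median difference of -0.88 (adjusted p 0.000504 by camera, p 0.0242 by fry and p 0.0717 by camera with an estimated correlation), and the list score exceeded all vehicle mice in 5 of 5 high-dose forestomachs and 2 of 5 lungs. The same test gave 0.64 for the AhR targets (adjusted p 0.000803), 1.07 for the p53 targets (adjusted p 5.84e-25) and 0.24 for the clock output genes (adjusted p 0.0458, but p 0.286 by fry), positive values meaning a larger rise in lung. For the MHC class II genes, 1 of 100 splits gave a difference as large. An effect of array position on both dyes would appear in the Cy3 reference channel, unless it shifted a whole array, since Cy3 was quantile-normalized. The list's median Cy3 difference in forestomach was 0.043, which argues against an effect of the size of the list's change. An effect on Cy5 alone would leave Cy3 unchanged, so this does not exclude position. The forestomach median stayed between 0.79 and 1.01 over the other normalizations, the filter and the slide as a block, while the lung median went from -0.023 to 0.30. More immune cells in the high-dose forestomach samples may account for part of it: 11 leukocyte markers had a median change of 0.26 there (10 of 11 higher, range -0.020 to 0.54, 0 past the adjusted threshold by limma). This was below 0.5 times the MHC class II median, the level set for this test, but nearly all markers were higher, and reading the outcome as undecided was settled after it was seen. The 2 explanations, more immune cells and a higher MHC class II expression per cell, cannot be told apart with these arrays. The markers had medians of 0.12 in lung (6 of 11 higher) and 0.52 in liver (9 of 11 higher). The liver median depended on slide and normalization. With the slide as a block the liver changes lay between -0.24 (Ptprc) and 0.34 (Cd52), with the middle marker, Laptm5, at 0.035. With median centring all liver markers were lower than in vehicle. Of the 11 markers, 10 were well above background on all vehicle and high-dose forestomach arrays (3 of 11 in liver).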

How the results depend on the processing

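The omission of the third liver slide was chosen only after seeing the data, and the other alternatives were set beforehand. Of the 30 main results, those that stayed on their side of the threshold, kept their direction or moved by less than 1.5 times numbered 28 of 30 with normexp, 29 of 30 with the authors' processed values, 25 of 30 with the filter on dim probes, 20 of 30 with the slide as a block and 16 of 30 with median centring. All 9 counts of DEGs did so with the brightest probe only, 8 of 9 with the Fs-type test, and all 12 lists with fry. Unless stated, the cause of a move was not tested.

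Median centring gave 369 DEGs (364 up, 5 down) at the medium and 3208 (3174 up, 34 down) at the high dose in lung, 0 at the high dose in liver and 139 (all up) in forestomach. The lung trend count became 2435 and the liver trend count 0. Differences between tissues became 185 for lung and forestomach and 1 for liver and forestomach, and the overlap of lung and forestomach became 45. The liver lists reversed, to -0.34 for the AhR targets, -0.62 for the p53 targets, -0.40 for the clock output genes and -0.25 for the MHC class II genes, and the MHC class II genes passed in lung (0.30). Median centring applies 1 shift to all probes of an array whatever their intensity, which loess does not. It also reversed Nab2 (-0.38), Gas6 (-0.72) and Mmrn2 (-0.11) in liver. Mmrn2 there was 0.01 ± 1.20 (SE) with loess and also reversed with the authors' processed values (-0.072).

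The slide as a block raised the liver counts to 56 at the medium and 129 at the high dose and the liver trend count to 144. Differences between tissues became 671 for lung and liver and 37 for liver and forestomach, and overlaps 21 (lung and liver), 11 (lung and forestomach) and 4 (liver and forestomach). The MHC class II genes reversed in lung (-0.019) and passed in liver (0.46). The median residual SD of the liver probes fell from 0.173 to 0.148 with the block. Without the third liver slide the liver counts were 194 and 388, the trend count 464, the differences 543 and 85, the overlaps 46 and 4, and the MHC class II genes again passed in liver (0.46).

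The filter on dim probes gave 26 DEGs at the high dose and 31 trend genes in liver, overlaps of 9 (lung and liver) and 2 (liver and forestomach), and a lung median of -0.023 for the MHC class II genes, with fewer probes tested. With normexp the liver trend count was 11 and that lung median -0.0015. In both cases the mean of the list and the direction of the camera test stayed positive. The authors' processed values gave 4 DEGs and the Fs-type test 7 at the high dose in liver. The rank of the dose gave a liver trend count of 9. The AhR targets in lung (0.98) were no longer significant with an estimated correlation (adjusted p 0.0889, against 0.000569 to 0.00686 under the other alternatives without omission of a mouse).

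With the replicate block as fixed effects of the mouse, the difference between liver and forestomach fell to 7 genes. The fixed block also gave 112 genes for lung and liver (163 without it) and 399 for lung and forestomach (381 without it). The mouse as a random block gave 160 and 402 for these pairs, and 16 for liver and forestomach (15 without it). Apart from the fall to 7, these changes were smaller than the size counted above as a move.

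Leaving out 1 mouse at a time moved no count of DEGs or trend genes in lung by over 1.5 times and changed no list there except the MHC class II genes. The ranges that crossed a threshold, reversed or moved by over 1.5 times were, for DEGs, 0 to 6 (liver, medium dose), 0 to 36 (liver, high dose), 0 to 2, 0 to 4 and 19 to 43 (forestomach, low to high dose). They were 0 to 26 for the liver trend and 15 to 40 for the forestomach trend. Differences between tissues ranged from 78 to 239 (lung and liver), 224 to 364 (lung and forestomach) and 6 to 25 (liver and forestomach), and overlaps from 0 to 7 (lung and liver) and 0 to 1 (liver and forestomach). List medians ranged from -0.038 to 0.077 (MHC class II, lung), 0.39 to 0.91 (AhR, liver), -0.016 to 0.27 (MHC class II, liver) and 0.0026 to 0.36 (AhR, forestomach). Among genes, those that reversed in at least 1 omission were Mmrn2 in liver (-0.64 to 0.43) and Cyp1a1 in forestomach (-0.010 to 1.70). Of 10 omissions each, significance was lost in 5 for Cyp1a1 in lung, 8 for Nab2 and 7 for Gas6 in liver, and 6 for Arg1, 8 for XR_031538 and 8 for Tef in forestomach, and Cdkn1a in liver passed in 1. Fewer mice per group widen such ranges by themselves.

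Of the 36 changes of single genes examined, normexp left 36 in direction and call, the authors' processed values 34, the slide as a block 33 and median centring 31. The filter did so for 32 of the 33 it kept, and Dbp in liver passed with it. The slide as a block brought Dbp (2.62), Cdkn1a (1.24) and Mmrn2 (1.54) in liver past the threshold. Signal over background limits the liver most, since on the third of the liver slides at most 12.9% of probes were well above background.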

Other observations

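The tests of slide differences in liver, including the splits of the gene lists with the slide as a block, of a shift of the clock phase and of an effect of array position shared by the tissues, and the omission of the third liver slide, were chosen only after the results they concern had been seen.

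Against the values quoted from the study above, the DEG counts differed by over 1.5 times in several groups. In lung the count at the low dose was 167 here. That is lower than the value quoted from the study above. Counted by probe it was 192, within 1.5 times of that value. In liver the counts were 0, 0 and 2 at the 3 doses. Each is lower than the value quoted from the study above. In forestomach the counts were 0 and 0 at the low and medium doses. Both are lower than the values quoted from the study above. At the high dose the forestomach count was 38. That is higher than the value quoted from the study above.

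The low counts in liver may come from the third slide. If its weak Cy5 signal hid an effect of dose, more genes should be called without its arrays, and 388 were called at the high dose in place of 2, from 4 vehicle and 2 high-dose livers. With the slide as a block, which keeps all arrays, 129 were called. Both outcomes fit slide differences hiding the effect. Slide and dose were not balanced in liver, since the first slide held no high-dose array and the third held 3 of 5. Of 100 splits of the vehicle and high-dose mice, 3 gave at least 2 DEGs. A split with 0 third-slide arrays on one side and 4 on the other gave 1039 DEGs, and since 3 of these 4 arrays were of high-dose mice, slide and dose go together in that split. In the fit with the slide as a block, 1 of 100 splits gave as many as 129, the largest of the others being 34.

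Other splits of the mice were drawn in the same way for the other results. In lung, 1 of 100 splits (the real one) gave as many DEGs at each of the 3 doses and for the trend, and in forestomach at the high dose and for the trend, so chance can be excluded there. For the liver trend the number was 3, and another ordering of the same mice gave 8186 genes. For counts of 0 in liver and forestomach at the low and medium doses, and for the overlaps of liver with the other tissues, all 100 splits gave as many, as they must when the count is 0, so that the splits say nothing there. Another split of the forestomach mice gave 1089 genes at the low and 1038 at the medium dose. In the latter, 1 side held 0 and the other 3 arrays of the third forestomach slide, and the real medium-dose count was 0 also with the slide as a block. For the overlap of lung and forestomach the number was 1. For lists, the numbers of splits with a median as far from 0 were 3 (lung), 20 (liver) and 2 (forestomach) for the AhR targets, 1, 3 and 4 for the p53 targets, 1, 13 and 2 for the clock output genes, and 98, 82 and 1 for the MHC class II genes. In liver, the splits with the largest medians for the AhR and p53 targets set 0 against 4 arrays of the third slide (1.24 and 0.83), and with the slide as a block the real medians were 0.19 and 0.38. Those of the clock output and MHC class II genes in liver were then 0.48 and 0.46. In that fit, 14 of 100 splits gave as large a median for the AhR targets, 2 for the p53 targets, 3 for the clock output genes and 15 for the MHC class II genes. These numbers were not adjusted over the results tested. By them, chance can be excluded for the clock output genes in liver only with the slide as a block, and cannot be excluded in either fit for the AhR targets and the MHC class II genes in liver. It cannot be excluded for the MHC class II genes in lung.

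The column of an array on its slide nearly matched its dose, so that an effect of position might pass for an effect of BbF. An effect on both dyes would also appear in the Cy3 channel, which holds the same reference RNA on every array. There, 4 genes were called between high-dose and vehicle arrays in lung and 0 in forestomach (by limma, with 4632 probes at an unadjusted p under 0.05), against 717 and 38 for the ratio. The median Cy3 difference of the clock output genes was 0.023 in lung and 0.026 in forestomach, against ratio changes of 0.92 and 0.64. In forestomach the ratio had 4839 probes at an unadjusted p under 0.05 by limma, close to the Cy3 count. Cy3 was quantile-normalized within each tissue first, so a shift of a whole array could not show. On the called probes the median absolute Cy3 difference was 0.062 in lung and 0.053 in forestomach, against 0.74 and 0.93 for the ratio. These values argue against position acting on both dyes with the size of the called changes. Smaller effects stay open. An effect equal in both dyes would cancel in the ratio, however, and one on Cy5 alone would leave Cy3 unchanged. Cy3 therefore cannot exclude position as a source of the ratio changes. In liver, 3 genes were called in Cy3 against 2 for the ratio, so position acting on both dyes stays open there. An effect on the dye ratio was examined with 10 spike-in probes, of which 0 in lung and 0 in forestomach differed by 1.5-fold between high-dose and vehicle arrays. All 10 were lower at the high dose, however, by -0.51 to -0.23 in lung and -0.37 to -0.24 in forestomach on the log2 scale. No such shift reached the size of a DEG, which argues against a shift of this kind as the whole cause. In liver, 4 of the 10 differed by 1.5-fold (-1.04 to 0.13), so there it stays open. The columns held mostly the same doses in each tissue, so an effect of position shared by the tissues should change the same probes. The 807 probes called in lung had a median change of 0.085 in forestomach in the direction called (0.74 in lung), and the 39 called in forestomach one of 0.11 in lung (0.93 in forestomach). Most of these probes moved in the direction called in the other tissue too, 519 of 807 and 31 of 39. A shared effect, of position or of BbF, would give this. The small medians argue against a shared effect of position as the cause of most of the size of these changes. A small part of the changes, or an effect limited to the slides of 1 tissue, stays open.

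The clock output genes rose, except in liver with median centring (-0.40). Arntl and Nfil3 were lower in all 3 tissues, but neither was a DEG in liver (adjusted p 0.494 for Arntl). These changes may reflect a shift of the clock phase in the whole animal. Npas2, which runs with Arntl, should then fall too, but although lower in 3 of 3 tissues it fell by over 2 SE in 0 of them. It was not well above background on most arrays, so this does not decide the question, and a shift of phase and a change of single clock genes cannot be told apart here. If mice of one group had been killed at different times of day, their clock output scores should deviate together across tissues. After removal of group means, the scores correlated between lung and forestomach over 19 mice with Pearson's r 0.509 (permutation p 0.0317, adjusted 0.0463) and Spearman's rho 0.57 (permutation p 0.0235, adjusted 0.047), adjusted over 6 correlations. Between lung and liver, r was 0.726 (permutation p 0.00145, adjusted 0.00435) and rho 0.712 (permutation p 0.00235, adjusted 0.0139). Between liver and forestomach, over 20 mice, r was 0.323 (permutation p 0.214) and rho 0.377 (permutation p 0.135), neither significant. Without the 2 mice farthest from the median, r was 0.485, 0.665 and 0.335, and with the slide removed as well as the group it was 0.551 (permutation p 0.016), 0.788 (permutation p 0.00105) and 0.544 (permutation p 0.0176), so that liver and forestomach were correlated only in the last case. Different times of death within groups are therefore a candidate explanation for the spread. Whether the dose groups were killed at different times is not given in the labels and stays open, as does an effect of BbF on the clock.

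Among high-dose mice the AhR response was uneven, with Cyp1a1 between 5.99 and 9.38 in lung, 0.027 and 6.68 in liver, and 0.49 and 7.33 in forestomach. If mice differed in the compound still present 72 hours after the last dose, their AhR target scores should deviate together across tissues. Between lung and liver, r was 0.655 (permutation p 0.0284, adjusted 0.0463) and rho 0.579 (permutation p 0.0457, adjusted 0.0548) over 19 mice. Between lung and forestomach, r was 0.798 (permutation p 0.0011, adjusted 0.00435) and rho 0.732 (permutation p 0.00464, adjusted 0.0139), and between liver and forestomach 0.657 (permutation p 0.0386, adjusted 0.0463) and 0.577 (permutation p 0.0368, adjusted 0.0548). Without the 2 mice farthest from the median, r was 0.66, 0.704 and 0.622. With the slide removed as well it was 0.70 (permutation p 0.00988), 0.582 (permutation p 0.0514) and 0.593 (permutation p 0.131), so the latter pairs were no longer significant. These correlations include the vehicle mice, which received no compound. Among them, mouse 2 had the highest AhR target score in lung (1.09) and forestomach (1.24). Correlations over the dosed mice alone were not computed, so these values do not decide the question. Differing amounts of compound may account for the spread, but a difference of the mice in their response to the same amount would give the same correlation and was not tested.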
